A study of Mus musculus with 2 samples. Its data were reported in "Mitsugumin 53 drives stem cell differentiation easing intestinal injury and inflammation" (2025).

How the data were processed

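Sorted epithelial cells were profiled in 2 libraries, 1 from wild type (WT) mice and 1 from mice with the MG53 transgene (MG53-TG). The study gave both groups 2.5% dextran sulfate sodium (DSS), a salt that injures the gut lining, in drinking water and took the cells on day 7. Per the labels, crypts were dissociated with an enzyme, and live cells with EpCAM on their surface (7-AAD negative) were sorted before droplet capture with the 10x Genomics 3′ kit, version 3. The labels do not say how many mice each library holds, and no barcode was assigned to a mouse here. The study's figure legend gives an n above 1 for each group, without stating how it relates to the libraries.

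The values deposited by the authors were counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger and not scaled. The authors' count tables came from different program versions: the file headers name Cell Ranger 4 for WT and 6.0.1 for MG53-TG. The WT table held all barcodes, empty droplets included, whereas the lowest barcode of the MG53-TG table had 500 UMIs. Program version, barcode filtering and library therefore coincided with genotype. Both tables listed the same 32285 genes by Ensembl identifier with a symbol. Strand use and the treatment of reads that map to several genes are not stated, so values for members of near-identical families, such as the defensins, are uncertain.

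A common cell filter was applied because of the unequal barcode lists. A barcode was kept with at least 1354 UMIs, at least 200 genes and at most 25% mitochondrial UMIs. The UMI minimum was the larger of 1000 and the inflection point of the WT barcode rank curve, searched from 100 UMIs up (a smoothed curve gave 952). The gene minimum and the mitochondrial limit were those of the study, whose lower UMI minimum of 99 was an alternative. Scrublet, as implemented in scanpy, scored doublets per library. Its automatic threshold marked 0.0135% of WT and 0.0388% of MG53-TG cells, under a floor of 0.5%, so that the highest-scoring cells were removed at 0.8% per 1000 cells. This took out 438 WT cells (5.92%) and 212 MG53-TG cells (4.11%), with median depths of 23828 and 32649 UMIs.

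Kept cells of both libraries were clustered together on log-transformed counts scaled to 10000 UMIs per cell, with 2000 variable genes chosen per library, 30 principal components, 15 neighbours and Leiden at resolution 1 (seed 0), which gave 27 clusters. No integration was applied, since library and genotype coincide. A cluster was called X-like from fixed marker lists. A marker counted when it was detected in at least 10% of the cluster's cells at 1.5 times the level of the other cells or more. At least 3 such markers were needed. A cluster stayed unnamed when its top 10 genes held markers of another class and none of its own, when ileal genes went against a colonocyte name, or when it had shallow cells and none of its markers among those genes. Markers of another type of the same class did not count against a name. That ileal bile acid genes go against a colonocyte name, and that cycling is a state on top of a class, was settled after clusters had been seen, and several clusterings were looked at in the course of the work. Names, filters and software differ from those of the study, so any difference from it may come from the rebuilt names.

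Shares of cells were given with exact Clopper-Pearson binomial intervals, UMI sums with exact Poisson intervals and ratios with exact conditional binomial intervals, all at 95%. These intervals cover counting error only. With 1 library per group there are no replicates, cells are not replicates, and no test between genotypes was made. Expression was the sum of UMIs over the cells of a type, in CPM, the UMIs of a gene over all UMIs of those cells on the usual scale of that unit, and a log2 ratio is MG53-TG over WT. Scores were the mean of a gene list minus that of 50 control genes from 25 expression bins (scanpy's score_genes). Cells were first thinned to 1354 UMIs each so that depth did not enter scores, phases or shares of cells with a UMI. Thinning was repeated 20 times. No cell was shallower, so 0 WT and 0 MG53-TG cells were left out.

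The fixed gene lists were PPAR targets and fatty acid oxidation (38 genes), fatty acid transporters (7) and epithelial inflammation (16), together with score lists the study states and S and G2/M lists. The absorptive score is not reported here. A list was summarised by the median log2 ratio of its genes with a pseudocount of 1 CPM, its 95% range over 1000 Poisson redraws of the counts, and its percentile among 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression. Further lists, for Atf4 targets (24), isolation stress (17), and the proximal and distal small intestine, were written later, and their results are given among the other observations.

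Single genes were named by a fixed rule of size. For the first group, a gene needed 30 UMIs in total and 50 CPM in at least 1 library in each epithelial type with 100 cells or more in both libraries. With a pseudocount of 10 CPM, the 5 highest and the 5 lowest by the median over types were taken among genes with the same sign in every type. For the second group, the same was done in stem-like cells alone. Markers, mitochondrial and ribosomal protein genes, Xist and Y-linked genes were left out. Genes of interest were always given. Other genes named in the text were chosen after their values were seen.

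The expression step was tested on simulated data. Counts for 2 libraries were drawn from the WT stem-like cells over 2488 genes, of which 200 were changed 2-fold. All of these (100%) came out in the right direction with a median error of 0.02 on the log2 scale. Of the intervals, 95.3% held the true ratio. The draws were Poisson counts from summed cells, as the intervals assume. This coverage therefore checks the computation and not variation between cells, mice or libraries. Of 200 unchanged lists of 30 genes, 6 lay over the 95th percentile and 13 under the 5th percentile, and a list of changed genes lay at percentile 100.

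The cell filter, the marker lists, the gene lists named first, the rule for named genes and most alternatives were chosen before the data were examined. Those alternatives concerned the UMI minimum, the mitochondrial limit, doublets, resolution, joint or separate clustering, naming by cell, thinning, scaling, pseudocount and list filters. A UMI minimum of 1000, a mitochondrial limit of 50%, the counting of unnamed clusters as absorptive-like and the removal of clusters led by cycling genes were chosen after seeing the data. At 50%, Scrublet's automatic threshold did mark enough cells and was used, so that this alternative changed the doublet step as well. Gene positions were read from GENCODE M21 (GRCm38). The tables do not state their build, and 32158 of the 32285 identifiers (99.6%) were found in that annotation. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and matplotlib 3.10.9.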

Results

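The data comprised 2 single-cell RNA-seq libraries of sorted intestinal epithelial cells from mice on day 7 of 2.5% DSS, 1 from WT mice and 1 from MG53-TG mice. MG53, also called TRIM72, is a protein of muscle membrane repair encoded by Trim72, and the transgenic mice overexpress it throughout the body. The WT table held 2005718 barcodes, of which 1487899 had a UMI, with 158455748 UMIs in total. The MG53-TG table held 12361 barcodes with 128227881 UMIs. Restricted to barcodes with at least 500 UMIs, WT had 15915 barcodes with a median of 4304 UMIs and 1213 genes, and MG53-TG had 12361 barcodes with a median of 5963 UMIs and 1499 genes. Both libraries together had 28276 such barcodes, with a median of 5129 UMIs and 1350 genes. In WT, 92.1% of all UMIs lay in these barcodes.

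After the common filter and removal of doublets, 6963 WT cells with 108864593 UMIs and 4941 MG53-TG cells with 91252276 UMIs were kept. Median depth was 14035 UMIs and 3119 genes per WT cell and 17950 UMIs and 3660 genes per MG53-TG cell. The mitochondrial limit removed unequal parts of the libraries. Of the barcodes that passed the UMI and gene minimums, 3755 of 11156 in WT (33.7%, interval 32.8 to 34.5) and 4402 of 9555 in MG53-TG (46.1%, interval 45.1 to 47.1) exceeded 25% mitochondrial UMIs. Since each genotype had 1 library, there were no replicates, and every difference below is between these libraries.

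**Figure D1:**
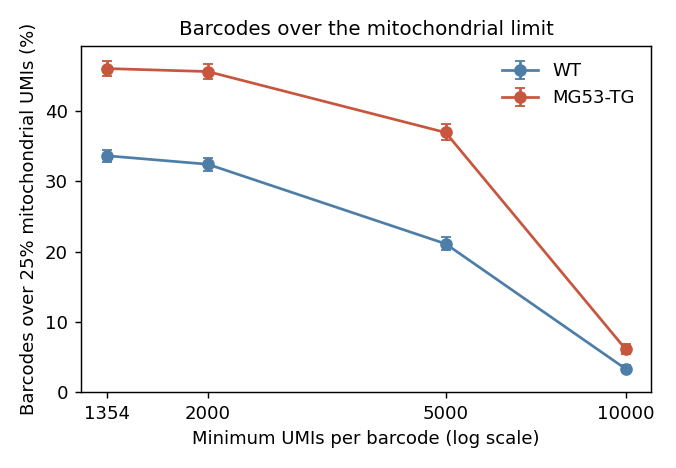
Share of barcodes over 25% mitochondrial UMIs (vertical axis, percent) among barcodes with at least 1354, 2000, 5000 or 10000 UMIs (horizontal axis, log scale) in WT and MG53-TG, with bars for exact 95% binomial intervals that cover counting error only. MG53-TG lies above WT at each minimum, from 46.1% against 33.7% at 1354 UMIs to 6.14% against 3.34% at 10000 UMIs.

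The first comparison asked whether the transgene was present in the labelled library. Trim72 (ENSMUSG00000042828, chromosome 7, 128003949 to 128011033, plus strand) had 63 UMIs in all WT cells (interval 48.4 to 80.6) and 4636 in all MG53-TG cells (interval 4504 to 4771). This was 0.58 CPM in WT (interval 0.44 to 0.74) and 50.8 CPM in MG53-TG (interval 49.4 to 52.3), a log2 ratio of 6.46 (interval 6.10 to 6.84). The alternative that moved it most, the mean of single-cell CPM, gave 6.86. The gene was higher in MG53-TG in each of the 8 epithelial types. Among stem-like cells, it had 11 UMIs in WT and 177 in MG53-TG (0.48 and 12.6 CPM, log2 ratio 4.72, interval 3.84 to 5.75), whereas enterocyte-like cells of MG53-TG had 120 CPM. As a check of sex, Xist had 34 UMIs in WT and 31 in MG53-TG, against 3373 and 3357 UMIs of the Y-linked Ddx3y.

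The next comparison addressed whether MG53 alters the proportions of stem, absorptive and secretory cells. Epithelial clusters held 6119 WT and 4606 MG53-TG cells, and shares are of these. Stem-like cells made up 15.57% of WT (953 cells, interval 14.7 to 16.5) and 10.42% of MG53-TG (480 cells, interval 9.55 to 11.3), a difference of -5.15 percentage points (interval -6.43 to -3.87). Absorptive-like cells made up 24.4% of WT (1496 cells, interval 23.4 to 25.5) and 23.5% of MG53-TG (1082 cells, interval 22.3 to 24.7). This difference of -0.957 points (interval -2.60 to 0.691) was not detectable at this depth. Secretory-like cells made up 43.2% of WT (2645 cells, interval 42.0 to 44.5) and 58.3% of MG53-TG (2685 cells, interval 56.9 to 59.7), a difference of 15.1 points (interval 13.2 to 17.0). The alternative that moved the secretory-like difference most, a mitochondrial limit of 50% chosen after the data were seen, gave 4.57 points (interval 3.04 to 6.09). At that limit the absorptive-like difference was above 0, at 5.59 points. Minimums as low as those of the study gave 1.79 points, but there only WT could gain barcodes under 500 UMIs, and unnamed cells rose to 30.2% of WT against 7.61% of MG53-TG, so this value compares unequal barcode lists. Under 9 of the 12 alternatives it was below 0 with an interval that excluded 0, from -8.89 to -4.26 points, and under 1 the interval spanned 0.

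**Figure D2:**
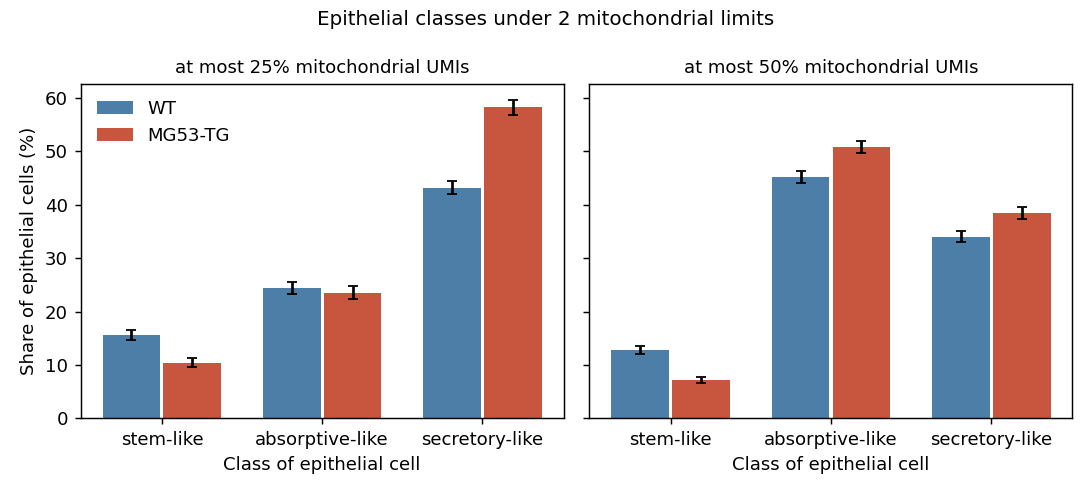
Shares of epithelial cells (vertical axis, percent) in the stem-like, absorptive-like and secretory-like classes (horizontal axis) in WT and MG53-TG, with a limit of 25% mitochondrial UMIs on the left and 50% on the right, and bars for exact 95% binomial intervals that cover counting error only. The secretory-like share was 43.2% in WT and 58.3% in MG53-TG at 25%, and 34.0% and 38.5% at 50%, where the absorptive-like share was 45.2% and 50.8%.

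Unnamed epithelial clusters held 16.8% of WT and 7.79% of MG53-TG cells, and the rules that left them unnamed were partly set after the clusters had been seen. Cluster 3, with fewer than 3 markers of any list, held 9.84% of WT and 4.49% of MG53-TG. Cluster 6, shallow and with some colonocyte markers, held 4.27% and 2.15%. Cluster 11, with colonocyte markers beside ileal genes, held 2.65% and 1.15%. When unnamed clusters with an absorptive leading list were counted in, the absorptive-like share was 31.4% in WT and 26.8% in MG53-TG, a difference of -4.57 points. A cluster led by cycling genes made up most of the stem-like class. Without it, stem-like cells were 6.32% of WT (387 cells) and 4.17% of MG53-TG (192 cells).

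Within the secretory-like class, the goblet-like share differed most, at 19.0% of WT (interval 18.03 to 20.01) and 31.4% of MG53-TG (interval 30.1 to 32.8). These include a small goblet-like cluster led by interferon-response genes (Ddx60, Isg15 and Ifit1), with 50 WT and 109 MG53-TG cells. Tuft-like cells were 3.78% (interval 3.31 to 4.28) and 6.19% (interval 5.51 to 6.92), and enteroendocrine-like cells 4.67% and 3.93%. Because some defensin genes that define Paneth cells differed between the libraries, the Paneth-like share was taken from a clustering without them and without Trim72, where it was 4.40% in WT (269 cells, interval 3.896 to 4.94) and 3.26% in MG53-TG (150 cells, interval 2.76 to 3.81). It was also lower in MG53-TG in the main clustering (5.57% in WT and 4.32% in MG53-TG) and in the other joint clusterings. With each library clustered on its own it was 4.10% and 7.16%, so the direction of the Paneth-like share is not settled. The secretory-like difference in the clustering without those genes was 14.99 points. Borders between types of the same class are less firm than those between classes. Cluster 2, most of the secretory progenitor-like cells (570 in WT and 471 in MG53-TG), had 0 markers of its own and 2 goblet markers among its top 10 genes, and cluster 8, named absorptive progenitor-like, had 1 of its own and 2 enterocyte markers. Shares of progenitor-like and enterocyte-like cells are therefore not compared, and values by type below carry the same limit.

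Stemness and secretory scores from the study's gene lists were computed over epithelial cells thinned to 1354 UMIs. The stemness score (Lgr5, Ube3c, Mki67, Myc) averaged -0.0050 in WT (SD 0.204) and -0.0182 in MG53-TG (SD 0.196), a difference of -0.0132 in 1 thinning. Over 20 thinnings the median difference was -0.0095, from -0.0151 to -0.0018. The secretory score (Dll1, Muc2, Ang4, Pou2f3) averaged 0.369 (SD 0.811) and 0.568 (SD 0.873), a difference of 0.199, with a median of 0.195 over the thinnings. Unthinned, the differences were -0.0241 and 0.201. Each difference was smaller than the SD between cells. When each type was weighted equally, the differences were 0.0047 and -0.0160. The secretory score thus changed sign, in all 20 thinnings, whereas the sign of the stemness score depended on the thinning, being below 0 in 4 of the 20.

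Cycling was compared because the study describes a longer Ki-67 positive zone in MG53-TG crypts. By S and G2/M list scores on thinned cells, 40.0% of WT (2447 cells, interval 38.8 to 41.2) and 34.9% of MG53-TG epithelial cells (1607 cells, interval 33.5 to 36.3) were in S or G2/M, a difference of -5.10 points (interval -6.95 to -3.24). Unthinned, the shares were 25.04% and 17.93%. The same score placed 25.1% and 23.2% of thinned tuft-like cells and 44.3% (interval 38.9 to 49.7) and 34.2% (interval 27.6 to 41.2) of thinned Paneth-like cells in these phases. Both types are taken not to cycle, although the study cites reentry of mature Paneth cells into the cycle after irradiation. On that assumption the score counts many noncycling cells, and in Paneth-like cells this background was higher in WT. An Mki67 UMI was found in 7.91% of thinned WT cells (interval 7.25 to 8.61) and 6.40% of thinned MG53-TG cells (interval 5.71 to 7.15), against 0.433% and 2.11% of tuft-like and 2.35% and 0.503% of Paneth-like cells, which should lack the gene. Unthinned, these shares were 25.1% and 20.5%, against 5.19% and 6.32% of tuft-like and 17.9% and 9.05% of Paneth-like cells. The thinned Paneth-like shares rested on 8 WT cells and 1 MG53-TG cell, with overlapping intervals, and the tuft-like share was higher in MG53-TG. Unthinned Paneth-like cells were deeper in WT, so a difference in this Mki67 background is not settled. Median depths before thinning were 15666 and 18655 UMIs for epithelial cells, 10763 and 14025 UMIs for tuft-like cells and 33691 and 23773 UMIs for Paneth-like cells. The alternatives, which measure cycling in other ways on the cells of the main clustering, gave differences from -7.10 points for the unthinned score to -1.51 points for cells with an Mki67 UMI. Not every type had the direction of the whole. An Mki67 UMI was found in 8.97% of thinned secretory progenitor-like cells in WT (56 cells, interval 6.85 to 11.5) and 15.7% in MG53-TG (90 cells, interval 12.8 to 18.9), where it was more frequent, and in 34.4% and 32.1% of stem-like cells. The secretory progenitor-like type includes cluster 14, which is led by cycling genes and held 54 WT and 102 MG53-TG cells. The higher share may therefore reflect the size of that cluster, and the rest of the type was not measured alone. By the list scores, 92.9% and 95.8% of stem-like cells were in S or G2/M. Median depths before thinning were 15856 and 19120 UMIs for secretory progenitor-like cells and 22558 and 27662 UMIs for stem-like cells. Mki67 (ENSMUSG00000031004) had 109 CPM in WT and 95.1 CPM in MG53-TG epithelial cells (log2 ratio -0.19) and a log2 ratio of -0.04 in stem-like cells.

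Expression of the PPAR family was compared since the study asks whether MG53 raises Ppara. Ppara (ENSMUSG00000022383, chromosome 15, 85734983 to 85802819, plus strand) had 1510 UMIs in WT epithelial cells, or 14.24 CPM (interval 13.53 to 14.98), and 1123 in MG53-TG, or 12.5 CPM (interval 11.8 to 13.2). The log2 ratio was -0.19 (interval -0.30 to -0.08), and the mean of single-cell CPM moved it most, to -0.34. In stem-like cells, Ppara had 368 and 228 UMIs, or 16.1 and 16.3 CPM, and the log2 ratio of 0.02 (interval -0.23 to 0.26) showed no detectable difference at this depth. Ppard (ENSMUSG00000002250, chromosome 17, 28232700 to 28301474, plus strand) had 40.0 and 51.1 CPM in epithelial cells, a log2 ratio of 0.35 (interval 0.29 to 0.41), and -0.19 in stem-like cells (interval -0.39 to 0.01). Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, plus strand) had 4.29 CPM in each, a log2 ratio of 0.00 (interval -0.20 to 0.20).

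The list of PPAR targets was then compared in stem-like cells, where the study places the pathway. Its median log2 ratio was 0.16 (range over redraws 0.13 to 0.21), with 30 of 36 genes higher in MG53-TG, at percentile 100 of random lists whose median was 0.02. Scaling by the median of ratios moved it most, to 0.12. Fabp1, Fabp2, Hadha and Me1 had log2 ratios of 0.66, 0.60, 0.33 and 0.69. By contrast, Cpt1a and Cpt2, which act in the transport of fatty acids into mitochondria, had -0.03 and -0.12. Fabp1 and Fabp2 are among the enterocyte markers used for naming. Free RNA could not be measured in MG53-TG, whose table holds no barcode under 500 UMIs, so it stays open for the lists here. In the epithelial sum the list median was 0.11, at percentile 86.9, and 0.02 under the median of ratios. It was 0.22 in absorptive progenitor-like, 0.23 in secretory progenitor-like, 0.13 in goblet-like and 0.12 in enteroendocrine-like cells, each above percentile 98. In enterocyte-like, Paneth-like and tuft-like cells it was 0.05, 0.04 and -0.06, at percentiles 21.5, 1.27 and 1.48, and under the median of ratios the first of these medians changed sign to -0.02 and the next to -0.17. In Paneth-like cells that scaling moved the median of all genes by 0.21, the only type where the shift exceeded 0.1, and random lists there had a median of 0.18. The fatty acid transporter list, which shares 5 of its 7 genes with the PPAR targets, had a median of 0.20 in the epithelial sum (percentile 95.4), 0.23 in stem-like cells (percentile 99.7) and 0.53 in absorptive progenitor-like cells (percentile 100). Its medians in the other types lay between -0.20 in Paneth-like and 0.14 in secretory progenitor-like cells, and under the median of ratios those of enterocyte-like and goblet-like cells changed sign, from 0.01 to -0.06 and from 0.03 to -0.02.

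The inflammation list was compared because the study describes milder inflammation in MG53-TG. Its median was -0.08 in the epithelial sum (range -0.14 to -0.02, percentile 0.66), with 6 genes higher and 9 lower. The median of ratios moved it most, to -0.17. The gene at the median was Cxcl1, with 7 and 1 UMIs, near the floor, and with genes of at least 20 CPM only the median was -0.0232. In stem-like cells it was -0.36 (range -0.47 to -0.14), and across the types it lay between -0.47 in enteroendocrine-like and -0.00 in enterocyte-like cells. No type changed sign under the median of ratios. Its members did not move together. Saa1 had 51.6 CPM in WT and 13.6 CPM in MG53-TG, and Lcn2 24.5 and 6.85 CPM, whereas Isg15 had 17.2 and 31.9 CPM.

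**Figure D3:**
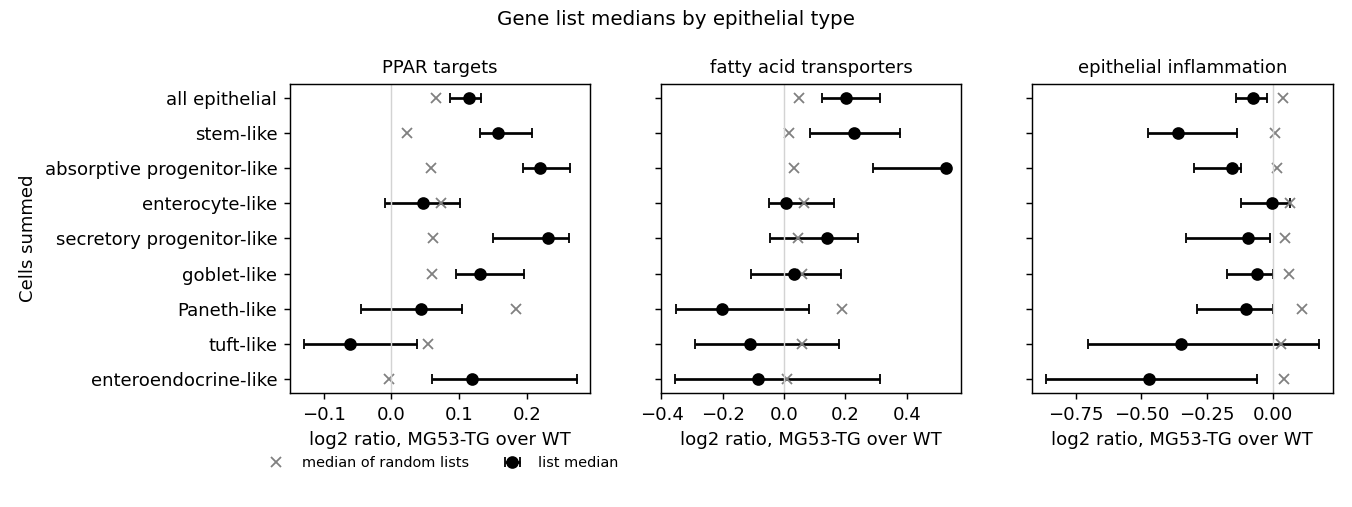
Median log2 ratio of MG53-TG over WT (horizontal axis) of the PPAR target, fatty acid transporter and inflammation lists (panels) in each epithelial population (vertical axis), with bars for the 95% range over redraws of the counts and crosses for the median of matched random lists. In stem-like cells the PPAR target median was 0.16 and the inflammation median -0.36, against random medians of 0.02 and 0.01.

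Lineage genes named in advance were compared next. Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780, minus strand), a stem cell marker, had 414 UMIs in WT and 566 in MG53-TG epithelial cells (3.904 and 6.293 CPM, log2 ratio 0.69, interval 0.50 to 0.88). In stem-like cells it had 206 and 342 UMIs (8.99 and 24.4 CPM, log2 ratio 1.44, interval 1.19 to 1.70), where the median over the 10 other stem markers was 0.41 with a pseudocount of 1 CPM, against 1.35 for Lgr5 on that scale. Atoh1 (ENSMUSG00000073043), a regulator of secretory fate, had 60.5 and 94.1 CPM (log2 ratio 0.64, interval 0.59 to 0.69). Hes1 (ENSMUSG00000022528) had 32.1 and 28.4 CPM (log2 ratio -0.18) and Notch1 (ENSMUSG00000026923) 7.97 and 6.96 CPM (log2 ratio -0.20) in the epithelial sum, but both had ratios above 0 in stem-like cells (0.24 and 0.37). Among other genes of the score lists, Dll1, Muc2 and Pou2f3 had log2 ratios of 0.73, 0.46 and 0.98. Apoa4 and Ang4 had 0.25 and 0.08, Ube3c -0.01, and Myc and Arg2 -0.24 and -0.23. In a sum over epithelial cells, the shares of cell types enter such ratios, and the secretory-like share was higher in MG53-TG. Atoh1, Dll1, Muc2 and Pou2f3 are also among the markers used to name secretory-like types. Their ratios are therefore not evidence apart from that share.

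Of 627 genes that met the minimums in all 8 types, 149 had the same sign in each. The 5 highest by median log2 ratio over types were Asns (0.74, range 0.14 to 1.27), Nars (0.62, range 0.30 to 1.05), Lars (0.52, range 0.40 to 0.61), Tars (0.51, range 0.11 to 0.58) and Gm10076 (0.40, range 0.30 to 0.76). Asns (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254, minus strand), which encodes asparagine synthetase, had 91.0 CPM in WT and 169 CPM in MG53-TG epithelial cells. Scaled by the median of ratios, its lowest type was at -0.07. Nars (ENSMUSG00000024587, chromosome 18, 64499647 to 64516652, minus strand), an asparagine tRNA ligase, had 255 and 406 CPM. The 5 lowest were AY761184 (-1.30, range -1.66 to -0.06), Reg3b (-0.93, range -2.10 to -0.29), Reg3g (-0.75, range -1.82 to -0.29), Gm42418 (-0.43, range -0.71 to -0.02) and Calm3 (-0.36, range -0.48 to -0.17). Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466, plus strand), an antimicrobial lectin, had 16880 CPM in WT and 11066 CPM in MG53-TG epithelial cells. Its neighbour Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872, minus strand) had 5903 and 3819 CPM. AY761184 belongs to the defensin family, whose members can share reads and made up 42433 CPM of the RNA in WT droplets of 10 to 99 UMIs, and Gm10076 and Gm42418 are noncoding gene models, so these 3 values are uncertain.

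In stem-like cells, 2479 genes met the minimum. The 5 highest were Gm42047 (ENSMUSG00000110631, log2 ratio 1.40), Atf5 (ENSMUSG00000038539, 0.93), Psat1 (ENSMUSG00000024640, 0.91), Phgdh (ENSMUSG00000053398, 0.85) and Soat1 (ENSMUSG00000026600, 0.82). Psat1 and Phgdh encode enzymes of serine synthesis and had 30.6 and 72.1 CPM in WT against 66.0 and 138 CPM in MG53-TG. The value of Gm42047, a noncoding gene model, is uncertain. The 5 lowest were Reg3b (-1.34), AY761184 (-1.34), Reg3g (-1.25), Eif4ebp3 (ENSMUSG00000090264, -0.75) and Lcn2 (ENSMUSG00000026822, -0.75). Reg3b had 6529 CPM in WT and 2575 CPM in MG53-TG stem-like cells, a drop of which free RNA in the WT library could cover 6.72%.

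Cells of other origin were present despite the sort. T cell-like cells made up 11.5% of all kept WT cells (798 cells, interval 10.7 to 12.2) and 6.42% of MG53-TG cells (317 cells, interval 5.75 to 7.14). B or plasma cell-like cells numbered 20 and 12. Myeloid-like cells were too few to compare, and their number depended on the clustering. The study also describes the sorted cells as CD45-negative, a gate that T cells should fail, whereas the labels name only EpCAM and 7-AAD.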

Values the study reported

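The study reported an estimated 27,513 cells, with 92.3% of reads in cells and medians of 1366 genes and 5159 UMIs per cell. It stated that cells under 200 genes or 99 UMIs, or above 25% mitochondrial UMIs, were removed. It described 11 clusters beside a small group of unidentified cells. In words, it described lower proportions of stem and absorptive cells and a higher proportion of secretory cells in MG53-TG.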

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

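Of the tests in this part, those of the mitochondrial limit and of depth for the secretory-like share, and of types within the absorptive-like class, were chosen only after the results had been seen.

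Barcodes above the mitochondrial limit of 25%, which enter a comparison of cell types only where the limit was raised to 50%, differed between the libraries. In MG53-TG, 46.1% of the barcodes that passed the UMI and gene minimums exceeded 25% mitochondrial UMIs (interval 45.1 to 47.1), against 33.7% in WT (interval 32.8 to 34.5). Shallow barcodes and debris alone do not account for this. Among barcodes with at least 5000 UMIs the shares were 37.0% and 21.1%, a difference of 15.8 percentage points (interval 14.4 to 17.3). At 10000 UMIs the gap was narrower, 6.14% and 3.34%, but still beyond counting error. A different mix of cell types does not account for all of it, although the part it holds was not measured. With up to 50% mitochondrial UMIs, enterocyte-like cells were 29.8% of WT and 40.2% of MG53-TG epithelial cells. When barcodes up to 50% were kept and clustered, 68.9% of absorptive-like cells in MG53-TG and 51.5% in WT lay over 25%, a difference of 17.3 points within that class (interval 15.1 to 19.6). Within enterocyte-like cells alone the shares were 84.5% (2505 of 2964 cells) and 76.2% (1840 of 2416 cells), a difference of 8.36 points (interval 6.19 to 10.5), and within absorptive progenitor-like cells 9.14% and 3.99%. All 6 enterocyte-like clusters had a higher share in MG53-TG, 4 of them with an interval that excluded 0. The stem-like and secretory-like classes had few such cells, 4.21% and 1.94% in MG53-TG against 1.55% and 2.97% in WT. Beside a part from the mix, handling before capture and a library effect, which coincides with genotype here, stay open. A biological difference in the absorptive cells of MG53-TG mice stays open too and was not tested. The MG53-TG table was filtered before deposit and the WT table was not. The lowest MG53-TG barcode had 500 UMIs, below the minimum used here, but which barcodes that filter removed above it is not known.

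The limit bears on the secretory-like share. With up to 50% mitochondrial UMIs, the difference in that share was 4.57 points (interval 3.04 to 6.09) in place of 15.1. Of the epithelial cells that this added over 25%, 96.3% in MG53-TG and 92.9% in WT were absorptive-like. This is consistent with the 25% limit having removed more absorptive-like than secretory-like cells from MG53-TG, although the doublet step also changed at 50%. Barcodes over 25% may be damaged cells, and then their removal is right, but the classes did not lose them equally. Lower depth of the WT cells does not account for the difference, because among epithelial cells with at least 10000 UMIs the secretory-like share was 41.6% in WT and 59.6% in MG53-TG, a difference of 18.0 points (interval 15.8 to 20.2). An effect of the transgene on secretory cells stays open beside the limit, since the difference was above 0 at both limits.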

How the results depend on the processing

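The UMI minimum of 1000, the mitochondrial limit of 50%, the addition of unnamed clusters and the removal of clusters led by cycling genes were tested only after the results had been seen. A value is said to have held when it stayed within the main counting interval, or within the range over thinnings or redraws for scores and lists. No paired analysis was possible because each genotype had 1 library and the labels pair no samples.

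The stem-like share was lower in MG53-TG under all 12 alternatives, from -9.60 to -1.91 points, and held under 7. It moved to -1.91 with the study's minimums, to -6.52 and -2.32 at resolutions 0.5 and 2, to -9.60 with each library clustered alone and to -2.16 without clusters led by cycling genes. With each library alone, a separate cycling class outside the stem-like share held 0 WT cells and 4.47% of MG53-TG cells. At resolution 2 such a class held 10.3% of WT and 6.21% of MG53-TG cells. Some other settings also had this class, so the stem-like values depend in part on which clusters were named cycling. The secretory-like share was higher under all 12, from 4.57 to 21.9 points, and held under 9. It moved to 21.9 with the study's minimums, to 17.8 with a mitochondrial limit of 10% and to 4.57 with a limit of 50%. The study's minimums do not test the UMI minimum for any share, because the MG53-TG table holds no barcode under 500 UMIs. Only WT could gain such barcodes, and unnamed cells made up 30.2% of WT and 7.61% of MG53-TG epithelial cells there. When unnamed clusters with an absorptive leading list were counted in at those minimums, the absorptive-like share was 28.1% in WT and 27.5% in MG53-TG. The weighing of the mitochondrial limit among the results picked out for a closer look gives the cells it added. Otherwise the cause was not tested.

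The absorptive-like difference had no direction in the main setting and held under 1 of 12 alternatives, a UMI minimum of 2000 (-0.569). It was above 0 with the study's minimums (1.79) and a limit of 50% (5.59). It was below 0 with a limit of 10% (-4.26), doublets kept (-4.89), a UMI minimum of 1000 (-5.53), resolutions 0.5 (-6.14) and 2 (-4.40), each library alone (-8.05), clustering without differing genes (-5.11), naming by cell (-8.89) and unnamed clusters added (-4.57). The interval excluded 0 in each of these 9 and in the 2 above 0. Leaving the study's minimums aside, the direction of the absorptive-like share changed with the limit of 50%. When unnamed clusters with an absorptive leading list were counted in at that limit, the gap was narrower, with 51.3% in WT and 53.1% in MG53-TG. The cause was not tested.

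With types weighted equally, the stemness difference reversed to 0.0047 and the secretory difference reversed to -0.0160. The stemness reversal depended on the thinning: over 20 thinnings the median was 0.0046, from -0.0024 to 0.0126, and it was below 0 in 4. Unthinned, it was -0.0014. The secretory value was below 0 in all 20. By construction this weighting removes the cell-type shares, so that the secretory score difference over all cells rested on those shares. Unthinned cells moved the stemness difference to -0.0241. Ube2c in place of Ube3c moved stemness to -0.0166, and keeping doublets moved the secretory difference to 0.179. The cause of these moves was not tested. Each score held under 2 of its alternatives.

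The cycling difference stayed below 0 and moved under all 3 alternatives, to -7.10 unthinned, -1.51 for cells with an Mki67 UMI and -1.67 for clusters led by cycling genes. These are different measures with different baselines, so their sizes are not comparable. All 3 used the main clustering. The share of clusters led by cycling genes changed direction with each library clustered alone, at 9.56% of WT and 12.6% of MG53-TG. With the study's minimums, which compare unequal barcode lists, it was 9.44% and 11.2%. In the other clusterings it was lower in MG53-TG.

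The mean of single-cell CPM, which weights shallow cells more, moved Trim72 to 6.86 and Ppara to -0.34, and both held under the other 3 alternatives each. The PPAR target median in stem-like cells stayed above 0 under all 6 alternatives. It moved to 0.12 with median-of-ratios scaling and to 0.13 with a UMI minimum of 2000. The inflammation median stayed below 0 under all 6. It moved to -0.17 with median-of-ratios scaling, to -0.16 with single-cell CPM and to -0.0216 with a pseudocount of 10 CPM. It was -0.0232 among genes of at least 20 CPM. The cause was not tested.

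Depth leaves Ppara undecided in stem-like cells, and the 63 WT UMIs of Trim72 set the width of its interval.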

Other observations

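The tests of free RNA in WT and of intestinal region were chosen only after the results they measure had been seen. The list of Atf4 targets was written after the genes it was meant to explain had been seen.

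The clustering here gave 27 clusters before naming, several of which then shared a name. The number quoted from the study above counts clusters identified by marker genes, so these numbers are not comparable.

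Lgr5 was higher in MG53-TG although stem-like cells were fewer. Lgr5 RNA in cells outside the stem-like clusters does not account for this, because the log2 ratio inside them was 1.44 and both stem-like clusters took part, from 5.65 to 16.0 CPM in the cluster led by cycling genes and from 15.8 to 41.6 CPM in the other. Outside them Lgr5 had 2.50 CPM in WT and 2.95 CPM in MG53-TG. A purer stem-like group in MG53-TG and a rise of Lgr5 per stem cell cannot be told apart. Of the 10 other stem markers, 9 were higher in MG53-TG, with a median log2 ratio of 0.41, from -0.12 for Znrf3 to 1.02 for Tnfrsf19, with a pseudocount of 1 CPM. The median is under 0.5 times the Lgr5 ratio of 1.35 on that scale, the level set beforehand for purity, but these markers are shared with other crypt cells to different degrees, which keeps purity open. A biological effect of the transgene stays open too.

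Asparagine synthetase and tRNA ligase genes led the genes higher in MG53-TG in every type. A candidate explanation is the Atf4 amino acid response, and a list of other Atf4 targets was written to test it. Aars, Gars, Sars, Wars, Cars, Yars and Iars on that list are tRNA ligase genes too, so they repeat part of the pattern. Phgdh had been dropped from that list because it was among the named genes of stem-like cells. The list's median log2 ratio was 0.55 in the epithelial sum (range 0.49 to 0.57, percentile 100 of random lists), with 22 of 22 genes higher, and it lay above 0 in all 8 types. It was lowest in enteroendocrine-like cells (0.07, percentile 87.7) and highest in enterocyte-like cells (0.74). In Paneth-like cells it was 0.31, at percentile 94.2, and 0.10 under the median of ratios. Stress of cell isolation stays open as well. A list of early response and heat shock genes had a median of 0.25 (range 0.20 to 0.29, percentile 99.95) with 14 of 17 genes higher, and it was also beyond the random lists in enterocyte-like (0.24, percentile 99.9), enteroendocrine-like (0.27, percentile 99.65) and Paneth-like cells (0.31, percentile 98.2, and 0.10 under the median of ratios). In enteroendocrine-like cells it exceeded the Atf4 list. It lay within the random lists in stem-like (0.07, percentile 86.7), goblet-like (percentile 54.3) and secretory progenitor-like cells (0.06, percentile 54.0, and -0.0022 under the median of ratios), where the Atf4 list was at 0.43, 0.36 and 0.32. In absorptive progenitor-like and tuft-like cells it was at percentiles 89.8 and 90.7. These lists are consistent with an amino acid response in the MG53-TG library. Whether it comes from the transgene, the response to DSS or handling cannot be told apart with 1 library per genotype.

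Reg3b and Reg3g were lower in MG53-TG in every type. Free RNA in the WT library does not account for this in stem-like cells. Droplets of 10 to 99 UMIs (73204 barcodes) gave the profile of free RNA in WT, and if all defensin UMIs of WT stem-like cells (946 CPM over 22 genes, against 42433 CPM in those droplets) were free RNA, it would be 2.23% of their UMIs. That share covers 6.72% of the drop of Reg3b and 6.38% of that of Reg3g. A milder response of the MG53-TG epithelium to DSS and a library effect both stay open and were not tested.

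Genes of the ileum were lower in MG53-TG. The bile acid carrier gene Fabp6 had 342 CPM in WT and 140 CPM in MG53-TG epithelial cells (log2 ratio -1.29), and Slc10a2 had 25.05 and 13.99 CPM (-0.84), whereas the exporters Slc51a and Slc51b had -0.17 and 0.16. More distal intestine in the WT library and a change within ileal enterocytes cannot be told apart. The loss of enterocyte-like cells to the mitochondrial limit, which was unequal between the libraries, was not tested for these genes. In stem-like and secretory-like cells, the median of 6 distal genes was -0.01 and that of 4 proximal genes -0.19, a difference of 0.18. More distal intestine in WT would put this difference below 0. Most of the distal genes were near the floor and members went both ways, which keeps the question open. The colonocyte gene Car1 had 0 UMIs in the epithelial cells of both libraries. With 3 UMIs taken as the upper limit, in place of the exact interval, this allows up to 0.0283 CPM in WT and 0.0334 CPM in MG53-TG. That limit covers counting error only.

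T cell-like cells were 11.5% of WT and 6.42% of MG53-TG cells kept, a ratio of 1.79 (interval 1.57 to 2.04). A UMI minimum acting on these small cells alone does not account for the difference, because the ratio was not near 1 at a lower minimum. It was 1.57 at 2000 UMIs and 1.87 at 1000. At 99 UMIs it was 1.57, but the MG53-TG table holds no barcode under 500 UMIs, so only WT could gain cells there and that value does not test the minimum. Fewer lymphocytes in the MG53-TG epithelium and a difference in sorting both stay open and were not tested.

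Haemoglobin RNA was seen in the WT library, where Hbb-bs had 143 CPM in cells against 0.23 CPM in MG53-TG. Free RNA from blood does not account for it. WT droplets of 10 to 99 UMIs had 69.9 CPM, 0.49 of the level in cells, and 10 cells held 98.99% of the 15541 UMIs in cells, up to 3709 in a single cell. A few cells with blood RNA inside them, or stuck to red blood cells, remain a possible explanation that no other test addressed.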
